A study of Mus musculus with 6 samples. Its data were reported in "A primordial germ cell-like-cell platform enables CRISPRi screen for epigenetic fertility modifiers" (2025).

How the data were processed

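The data came from a pooled CRISPR interference (CRISPRi) screen in mouse embryonic stem cells (ESCs). In CRISPRi, a catalytically dead Cas9 fused to the KRAB repressor domain is brought to a promoter by a single guide RNA (sgRNA) and lowers transcription there without cutting DNA. The ESC line carried this repressor, an eGFP reporter under the control of Stella (Dppa3, a germ cell marker) and transgenes for Nanog, Prdm1, Prdm14 and Tfap2c that doxycycline switches on. Expression of these factors turns part of the cells of an embryoid body into primordial germ cell-like cells (PGCLCs). After infection with a lentiviral library of sgRNAs against epigenetic regulators, cells from day 6 embryoid bodies were sorted by the reporter into a Stella-positive and a Stella-negative population. Genomic DNA of both populations and of the infected ESCs was the source of the sgRNA inserts.

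Each group held 2 libraries, 6 in all, and each was assigned to its group and replicate number from its sample label. In the count table, 2 columns carry the reporter's name without a sign. They were read as the Stella-positive libraries, because the same table marks the Stella-negative ones as such. No source used here says that the 2 libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

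The deposited values are whole-number counts of reads per sgRNA, which the authors obtained by PCR amplification of the inserts, sequencing on an Illumina MiSeq and mapping to the designed library. The study names ScreenProcessing for the mapping and MAGeCK with its companion tools for the later analysis. The submitters' processing notes name MAGeCK and the mm10 genome build. Versions, read trimming and the number of mismatches allowed were not given in the sources used here. No molecular identifiers were used, so several reads can come from 1 template, and all intervals and floors below cover counting error only. The counts are not normalized, the replicates were not pooled, and 0 columns of per-sample values were left unused.

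An sgRNA was kept when its mean count over the 6 libraries was at least 10, which left 7142 of 7380 sgRNAs. Library sizes were scaled by edgeR's trimmed mean of M values over the non-targeting sgRNAs, since the study scaled its own gene scores to them. Each sgRNA was tested with edgeR's quasi-likelihood test over all 6 libraries, with group as the only term. The Benjamini-Hochberg threshold was 0.05. A gene score was the mean, over the kept sgRNAs of a gene, of edgeR's log2 fold change (prior count 2) minus the median of the non-targeting sgRNAs. It stands in for the beta score of MAGeCK, which was not used here. The error given with a score is the SE over the sgRNAs of the gene. A two-sided p came from 100000 draws of as many non-targeting sgRNAs, where 1e-05 is the smallest value possible, and was adjusted over the genes with at least 3 kept sgRNAs. This p compares a gene's sgRNAs with control sgRNAs in the same libraries. It does not measure how far a new set of cultures would differ. Scores for single pairs of libraries used a pseudocount of 2. Where a gene's sgRNAs are at 0 in a library, its score depends on the prior count and is not a bound on the fold change.

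For gene lists, the mean score was compared with 100000 random lists of the same size among all scored genes, and p was adjusted over 26 lists. The lists included class I and IIa histone deacetylases (HDACs), the Sin3-HDAC, NuRD and SWI/SNF complexes, the INO80, SRCAP and TIP60 complexes, both Polycomb repressive complexes (PRC1 and PRC2), the COMPASS H3K4 methyltransferases and the H3K4 demethylases. They also covered TFIID, the SAGA and ATAC complexes, the PAF1 complex with H2B ubiquitination and FACT, DNA methylation, DNA demethylation, H3K9 methylation with HP1, the MOZ and HBO1 complexes, the MSL and NSL complexes, the RNA exosome, Elongator, AMPK and PGC regulators. The last 4 held core proliferation genes, growth-restraining genes, tissue-restricted genes and 6 of the genes that the study names in its text. Some genes belong to several lists.

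The groups, tests, gene lists, rule for named genes and most alternatives were fixed before the data were examined. The rule named, for the comparison between the sorts, up to 12 genes past the threshold in each direction. Where fewer than 8 passed, the genes with the smallest p filled the direction up to 8 as values only. For each comparison with ESCs the numbers were 8 and 4. Always named were Dppa3, Prdm1, Prdm14, Trp53, those 6 genes of the study, the class I and IIa HDACs and up to 3 members of each list with the smallest p. Single sgRNAs were looked at for Dppa3, Jak2 and Mbd3, among others. Some genes that the rule names, and 1 list, are not reported here, but every count and adjustment includes them.

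Alternatives covered other scaling (all sgRNAs, DESeq2 size factors, total counts), other filters (none, or a mean count of at least 50), the replicate number as a block, only the 4 libraries compared, leaving out each library in turn, and DESeq2's Wald test. They also covered prior counts of 0.5 and 10, the median of the sgRNAs, leaving out the sgRNA farthest in the direction of the score, draws from targeting sgRNAs, edgeR on counts summed per gene, and a negative binomial beta score with 10000 draws. Added after the data were seen were both ESC libraries summed as 1 sample, an ESC mean count of at least 10, and centring on the mean of the non-targeting sgRNAs. The simulations of unchanged groups for the gene test were also added then.

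The scripts were tested on simulated counts for the comparison of the sorts, with 200 of 703 genes changed. The gene test recovered 26.0% of genes changed 2-fold, 76.0% at 4-fold and 100% at 8-fold and at 16-fold. It called 18 of 503 unchanged genes (3.58%), which was 18 of all 169 calls and above the nominal share. The median score of unchanged genes was -0.15 there. With 200 changed genes and 169 calls, the adjustment was looser than in the data, where 5 genes passed. The recovered shares of the gene test therefore likely overstate its power in the data. The sgRNA test recovered 0% at every size, so a single sgRNA could not pass it at this spread. The list test called 4 of 4 lowered lists and 0 of 22 unchanged ones.

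All 703 gene symbols of the table were found in GENCODE vM21, which annotates mm10, and gene positions come from it. The sites of the sgRNAs within promoters were not located here. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.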

Results

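The screen asked which epigenetic regulators a cell needs to become, or remain, a PGCLC. If knockdown of a gene holds cells back from the germ cell fate, its sgRNAs should be scarcer in Stella-positive than in Stella-negative cells of the same embryoid bodies. The count table held 7380 sgRNAs, of which 7030 targeted 703 genes with 10 sgRNAs each and 350 were non-targeting. Total counts were 3385987 and 2957278 in the ESC libraries, 4301235 and 4269033 in the Stella-negative libraries, and 3247660 and 4315814 in the Stella-positive libraries. The median sgRNA had 224 to 382 reads, and a count of 0 allowed up to 0.695 to 1.01 CPM (3 counts of each total).

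Most sgRNAs of the library were present in the starting ESCs. Of the 7380 sgRNAs, 6627 had a read in ESCs (89.8%, Wilson 95% interval 89.1 to 90.5). All 703 genes kept at least 5 sgRNAs there, and 271 genes kept all 10. Between 86.7% and 92.7% of the sgRNAs were detected in each of the 6 libraries.

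The libraries of 1 sort resembled each other no more than libraries of different sorts. Spearman's rho over sgRNAs was 0.639 between the Stella-negative libraries and 0.646 between the Stella-positive ones, against 0.621 to 0.676 across the sorts. The ESC libraries were nearly identical, with a rho of 0.998. Their chi-square per degree of freedom was 1.06 (p = 0.00037), barely above counting noise, whereas it was 191 in the Stella-negative and 163 in the Stella-positive pair. Whether the ESC libraries came from separate samples is not given in the sources used here, and counts of calls are also given with both summed as 1 sample. Between the 4 embryoid body libraries, an sgRNA's share varied with a coefficient of variation of 111%, and non-targeting sgRNAs varied nearly as much (104%).

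**Figure D1:**
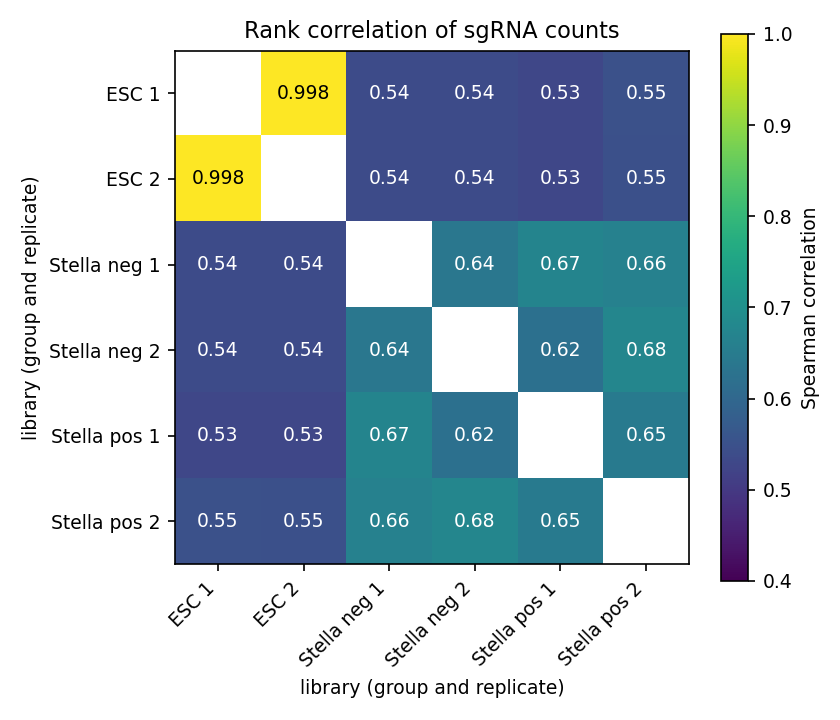
Spearman correlation of sgRNA counts between every pair of the 6 libraries, with libraries on both axes (ESCs, Stella-negative and Stella-positive, 2 each) and colour for the correlation. The ESC pair stands at 0.998, and pairs within a sort (0.639 and 0.646) lie within the range of pairs across sorts (0.621 to 0.676).

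Between Stella-positive and Stella-negative cells, sgRNAs against 2 genes were depleted in Stella-positive cells and sgRNAs against 3 genes were enriched. The depleted ones were Jak2, a tyrosine kinase that relays cytokine signals, with a score of -2.17 ± 0.89 (log2, SE over 9 sgRNAs, 4.501-fold lower), and Arid2, a DNA-binding subunit of the PBAF form of SWI/SNF, with -2.02 ± 0.83 (10 sgRNAs, 4.07-fold lower). The enriched ones included Mbd3, a core subunit of the NuRD deacetylase complex, with 2.51 ± 0.84, and Ywhab, a 14-3-3 adaptor protein, with 2.08 ± 0.69 (10 sgRNAs each). Adjusted p was 0.0369 for Jak2, 0.0380 for Arid2, 0.0141 for Mbd3 and 0.0369 for Ywhab in the draws from non-targeting sgRNAs. Of the sgRNAs, 7 of 9 against Jak2 and 8 of 10 against Arid2 lay below the controls, and 9 of 10 against Mbd3 and 8 of 10 against Ywhab lay above them. In all, 49 genes had an unadjusted p under 0.05, where 35.15 are expected by chance. Summing both ESC libraries as 1 sample gave the same 5 genes.

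Calls between the sorts were lost under several settings. None of the genes passed without Stella-negative library 2, without Stella-positive library 1 or without Stella-positive library 2, nor with the beta score, with counts summed per gene, with draws from targeting sgRNAs or with an ESC mean count of at least 10. Without Stella-negative library 1, where the mean of all genes was 0.35, Arid2 and Jak2 also lost their calls. Arid2 scored -1.52, or -1.87 relative to all genes, against -2.06 with all libraries. The Jak2 score turned to 0.63, or 0.28 relative to all genes. Senp1 and Setd5 scored 3.26 and 3.21 there. Without Stella-negative library 2, Stella-positive library 1 and Stella-positive library 2, Arid2 scored -2.17, -2.11 and -2.93, Jak2 -2.92, -1.95 and -3.36, Mbd3 2.11, 2.39 and 1.92, and Ywhab 1.93, 1.52 and 1.58. The mean of all genes was 0.29, -0.24 and -0.47 there, against 0.04 with all libraries. With draws from targeting sgRNAs, the scores of Jak2, Arid2, Mbd3 and Ywhab were -2.19, -2.04, 2.49 and 2.06, and with an ESC mean count of at least 10 they were -2.07, -1.64, 2.19 and 2.13. Some settings lost the calls with smaller scores. For Jak2, Arid2, Mbd3 and Ywhab these were -1.12, -0.66, 0.55 and 0.70 with the beta score, -1.82, -1.21, 1.04 and 1.49 with the median of sgRNAs, and -1.21, -0.61, 0.45 and 0.83 with counts summed per gene. Arid2 also missed the threshold with a mean count of at least 50 (-1.60, adjusted p = 0.264), and Jak2 with a prior count of 10 (-1.55, 0.0534).

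Counts per library showed where the scores came from. Summed normalized counts of the Jak2 sgRNAs were 3592.5 ± 1166.0 in Stella-negative and 1556.2 ± 16.7 in Stella-positive cells (mean ± SD, n = 2 libraries each). Those of Arid2 were 3147.5 ± 109.1 and 2058.0 ± 913.8, and those of Ywhab 1755.7 ± 286.9 and 3132.2 ± 224.7. For Mbd3 the sums were 2216.7 ± 401.5 and 3029.8 ± 542.1. The sums of all 4 genes differed less than their scores. With counts summed per gene, the log2 change was -1.21 for Jak2, -0.61 for Arid2, 0.45 for Mbd3 and 0.83 for Ywhab. In each Stella-negative library, 4 of the 10 Mbd3 sgRNAs had no read. The prior count moved all 4 scores, from 3.24 at 0.5 to 1.64 at 10 for Mbd3, from -2.65 to -1.55 for Jak2, from -2.44 to -1.50 for Arid2 and from 2.42 to 1.60 for Ywhab. Among single sgRNAs, Mbd3 sgRNA 9 had 0 reads in both Stella-negative libraries and 234 and 80 in the Stella-positive ones. Jak2 sgRNA 7 had 439 and 0 reads in the Stella-negative libraries and none in the Stella-positive ones.

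In the mm10 build, Jak2 lies on chromosome 19 (29251828 to 29313080), Arid2 on chromosome 15 (96287518 to 96404992) and Mbd3 on chromosome 10 (80392539 to 80399550). Ywhab lies on chromosome 2 (163994960 to 164018588). CRISPRi acts at the promoter, and no other annotated transcription start lay within 1000 bp of that of any of these 4 genes. Other genes named here did have such a neighbour, so repression of either was not distinguished. They included Atr, Brd9, Ctcf, Dnmt3b, Hdac3, Kdm5a, Pcna, Senp1, Setd5, Ss18l1, Tle1 and Trp53, at 27 bp (Brd9 and Trip13) to 836 bp (Dnmt3b and Dnmt3bos).

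**Figure D2:**
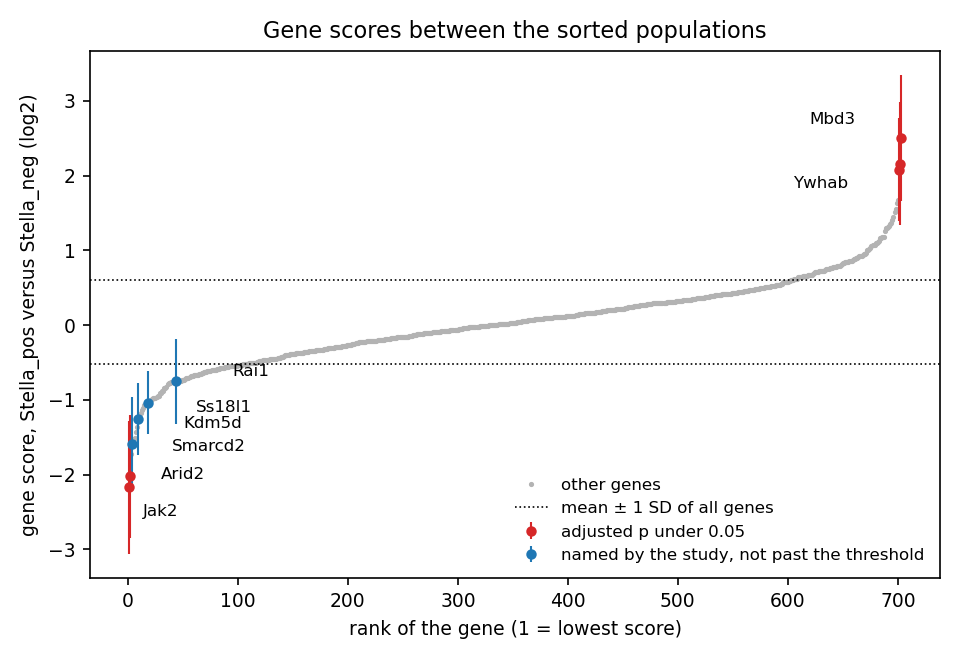
Score of each of 703 genes between the sorts (y axis, log2, Stella-positive over Stella-negative) against its rank (x axis), with bars for the SE over sgRNAs and dotted lines at the mean ± 1 SD of all genes. The 5 red genes passed the adjusted threshold, from Jak2 at -2.17 to Mbd3 at 2.51, and the blue genes are among those that the study names and did not pass.

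Below the threshold, the next lowest genes by p included several chromatin regulators. Dnmt3b, a de novo DNA methyltransferase, scored -1.73 ± 0.83 (adjusted p = 0.166), Smarcd2, a SWI/SNF subunit, -1.59 ± 0.63 (0.255) and the zinc finger protein Adnp -1.51 ± 0.76 (0.255). Zmynd11, a reader of methylated histone H3.3, scored -1.43 ± 0.72, and the X- and Y-linked H3K4 demethylases Kdm5c and Kdm5d scored -1.37 ± 0.93 and -1.26 ± 0.48. The next highest were the SUMO protease Senp1 (1.67 ± 0.70), the phosphatase Ppm1g (1.64 ± 0.76), the recombination factor Rad54b (1.55 ± 0.82) and Setd5 (1.51 ± 0.90), with adjusted p from 0.196 to 0.255. Smarcd2 was lower in all 4 pairings of a Stella-positive with a Stella-negative library (-1.82 to -1.44). Over all 703 genes, scores from library pairs that share no library were not positively related. Pearson's r across genes, which are not independent replicates, was 0.019 (permutation p = 0.625) and -0.097 (permutation p = 0.010) in the 2 ways to form such pairs.

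**Figure D3:**
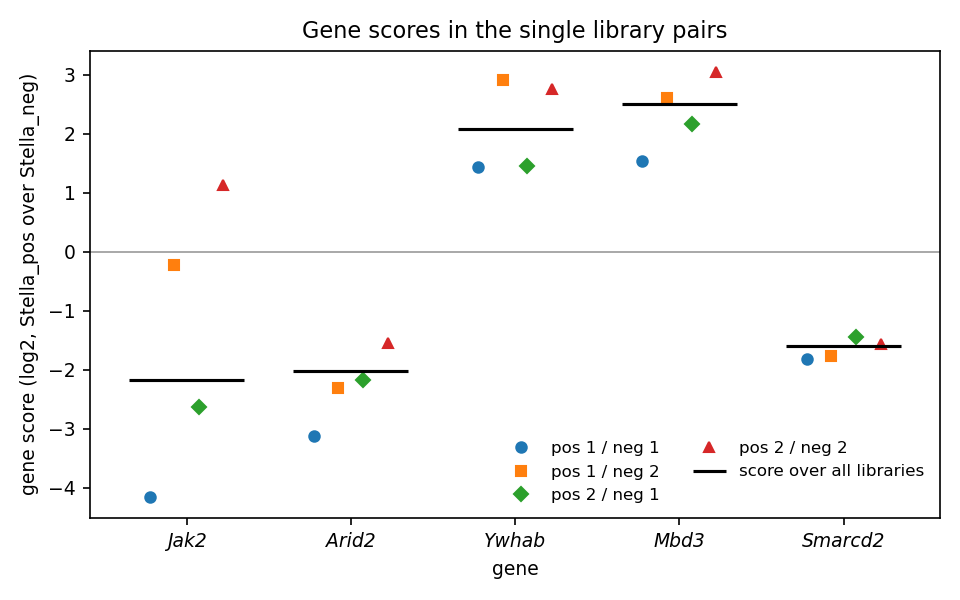
Score of 5 genes (x axis) in each of the 4 pairings of a Stella-positive with a Stella-negative library (y axis, log2, pseudocount 2), with a line for the score over all libraries. Arid2, Ywhab, Mbd3 and Smarcd2 kept 1 sign in all 4 pairings, while Jak2 ranged from -4.15 to 1.13.

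The list fixed in advance held 6 of the genes that the study names, which all scored below 0, and 1 of them, Jak2, passed the test. Ss18l1, a SWI/SNF subunit, scored -1.04 ± 0.42 with all 9 of its sgRNAs below the controls (adjusted p = 0.708). Its transcription start lies 76 bp from that of the proteasome gene Psma7, so repression of Ss18l1 and of Psma7 was not distinguished. The chromatin-binding protein Rai1 scored -0.75 ± 0.57 (adjusted p = 0.820). As a list, these 6 genes had a mean score of -1.30 (adjusted p = 0.00026), and 3 of them passed when adjusted over the list alone. The study chose them on these samples, so neither result is independent evidence of a direction. The study also names Prdm1, Tle1 and Bmi1, which the list did not hold. Tle1 scored -0.60 ± 0.50 (adjusted p = 0.869) and Bmi1 -0.34 ± 0.67 (0.895), both named after their values were seen.

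The sgRNAs against the reporter's own gene and against germ cell regulators showed no detectable shift. Dppa3, which encodes Stella, scored -0.10 ± 0.32 (adjusted p = 0.973), with summed normalized counts of 8932.5 ± 331.2 in Stella-negative and 6967.3 ± 450.0 in Stella-positive cells. The germ cell regulators Prdm1 and Prdm14 scored 0.01 ± 0.22 and -0.16 ± 0.23, and the tumour suppressor Trp53 scored -0.01 ± 0.29. Doxycycline also switched on transgenes of Prdm1 and Prdm14, which sgRNAs against the endogenous promoters need not repress. The scores of Prdm1 and Prdm14 thus do not test whether the cells need these factors. Knockdown itself was not measured in these data for any gene. The class I HDACs Hdac1 (-0.09 ± 0.86), Hdac2 (-0.16 ± 0.40), Hdac3 (0.45 ± 0.59) and Hdac8 (0.25 ± 0.31) did not pass, nor did the class IIa members Hdac4 (0.96 ± 0.53), Hdac5 (-0.21 ± 0.85), Hdac7 (-0.57 ± 0.57) and Hdac9 (0.48 ± 0.64). Their adjusted p lay between 0.740 and 0.973. At this spread the simulated gene test found 26.0% of genes changed 2-fold, so changes of that size would mostly be missed. That share likely overstates the power here, because 200 genes changed in the simulation, which loosened the adjustment. Simulated genes changed 4-fold had a median score of 1.85, smaller in size than the Arid2 score of -2.02. Many changes of that size could be missed too.

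Among the gene lists fixed in advance, SWI/SNF and the H3K4 demethylases had lower mean scores between the sorts than random lists of genes. SWI/SNF is a chromatin remodeller, and the demethylases remove an active histone mark. On average, sgRNAs against these lists were scarcer in Stella-positive than in Stella-negative cells. The 23 SWI/SNF genes had a mean score of -0.38 (adjusted p = 0.00507), and 16 of them were below 0. Arid2 passed over all genes, and Arid2 and Smarcd2 when adjusted over the list alone. Brd9 scored -1.25 ± 0.82, and Smarcb1 0.53 ± 0.43. The 6 H3K4 demethylases had a mean of -0.76 (adjusted p = 0.00901), with 0 genes past the test over all genes and Kdm5c and Kdm5d past it when adjusted over the list alone. Kdm1b scored -1.06 ± 0.51, Kdm5b -0.95 ± 0.41 and Kdm5a -0.52 ± 0.50, whereas Kdm1a scored 0.62 ± 0.32. Smarcb1, Kdm5a, Kdm5b and Kdm1a were named after their values were seen. The SWI/SNF call was lost without Stella-positive library 2, where its mean was -0.91 and that of all genes -0.47 (adjusted p = 0.0883), with the median of sgRNAs (-0.20, 0.181), without each gene's farthest sgRNA (-0.20, 0.0563) and with the beta score (-0.19, 0.460). The SWI/SNF mean was -0.91 to -0.13 over libraries left out, and -0.55 to -0.41 relative to all genes. The H3K4 demethylase call was lost under the same settings (0.394, 0.345, 0.0553 and 0.460), without Stella-negative library 1 (0.102) or 2 (0.0910), and with an ESC mean count of at least 10 (0.0783). Relative to all genes, the demethylase mean was -0.54 without Stella-positive library 2, against -0.79 with all libraries. Without Stella-negative library 1 and 2 it stayed at -0.78 and -0.76. Under the other settings that lost the call, it was -0.61 to -0.23 relative to all genes.

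No shift was found for the other 23 lists, with adjusted p from 0.296 to 0.968. The closest were the MOZ and HBO1 acetyltransferase complexes at -0.29, where Kat6b scored -1.11 ± 0.66. Other lists included the class I and IIa HDACs at 0.14, the Sin3-HDAC complex at -0.11 and NuRD at 0.12, where Mbd3 rose and the median was -0.07. Polycomb lists lay at 0.18 (PRC1) and 0.03 (PRC2), DNA methylation at 0.19, DNA demethylation at 0.28 and H3K9 methylation with HP1 at 0.17. In DNA methylation, Dnmt3b passed when adjusted over the list alone. The COMPASS H3K4 methyltransferases (-0.07), TFIID (0.11), SAGA and ATAC (0.07), the PAF1 complex with FACT (0.09), MSL and NSL (-0.05), and INO80, SRCAP and TIP60 (0.03) stayed close to the mean of all genes (0.04). Elongator lay at -0.15, AMPK at 0.24 and the RNA exosome at -0.16, with a median of 0.10 of opposite sign. PGC regulators had a mean of -0.02, core proliferation genes of 0.01 (median -0.04), growth-restraining genes of 0.20 and tissue-restricted genes of 0.18.

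**Figure D4:**
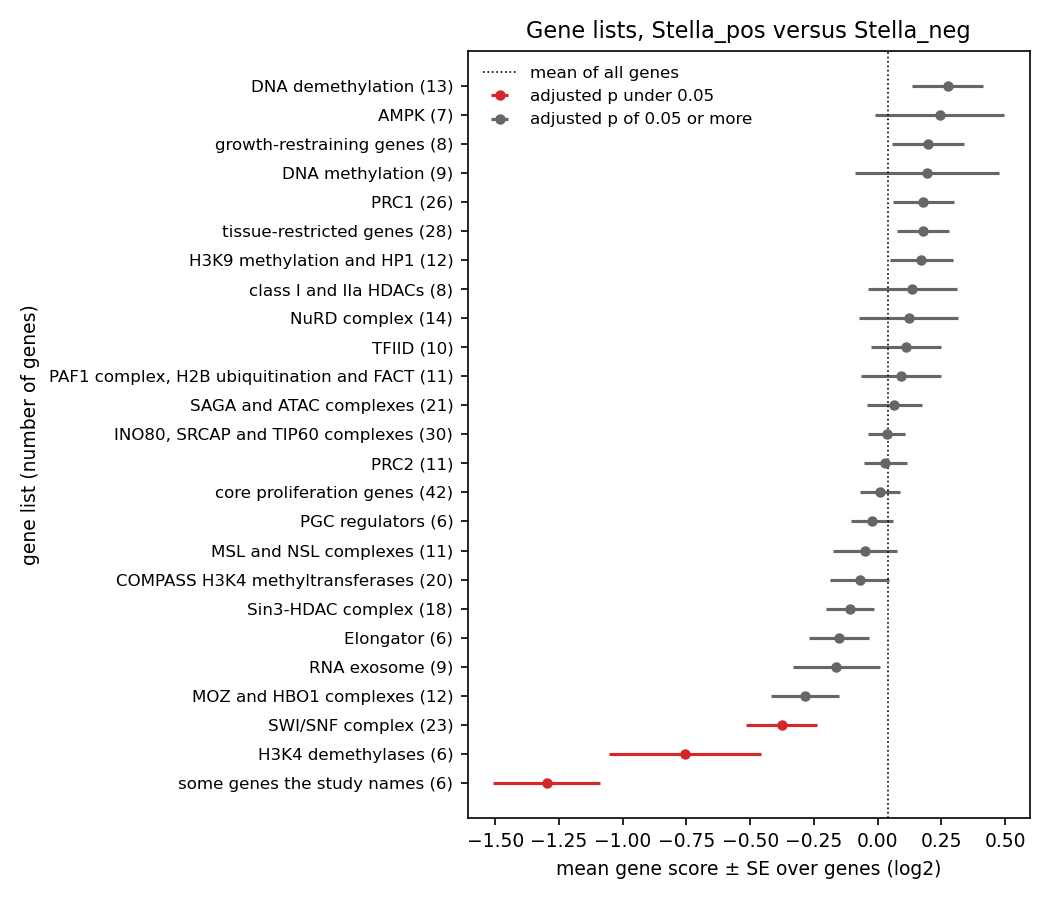
Mean gene score between the sorts (x axis, log2, Stella-positive over Stella-negative) for 25 of the gene lists (y axis, number of genes in brackets), with bars for the SE over genes and a dotted line at the mean of all genes. The 3 lists in red passed the adjusted threshold, at -0.38 (SWI/SNF), -0.76 (H3K4 demethylases) and -1.30 (6 of the genes that the study names).

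No single sgRNA passed edgeR's test between the sorts. There were 0 calls among 7142 sgRNAs, 519 with an unadjusted p under 0.05 (173 with both ESC libraries as 1 sample) and a smallest adjusted p of 0.558. DESeq2's Wald test called 270 sgRNAs higher and 225 lower, which included 7.02% of the non-targeting and 6.93% of the targeting sgRNAs. At the study's threshold of 1 SD around the mean, 104 genes lay below and 98 above. The SD of all gene scores was 0.565, against a mean of 0.589 in 100 simulations of unchanged groups. In those simulations, 0 to 4 genes passed the gene test (median 0, 13 simulations with any), and 22 of 100 had at least 49 genes with p under 0.05. The simulations gave targeting and non-targeting sgRNAs the same dispersion. In the data the log2 fold changes of targeting sgRNAs spread more (SD 1.72 against 1.58), so the simulated calls may be too few.

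Against the starting ESCs, no gene passed the test in Stella-positive cells. Among higher scores, the smallest p-values belonged to Phc2, a PRC1 subunit (3.39 ± 1.03, adjusted p = 0.0633), the class IIa deacetylase Hdac7 (3.08 ± 1.04, 0.0668) and the corepressor Ctbp2 (2.71 ± 1.34, 0.129). Among lower scores, they belonged to the DNA damage kinase Atr (-2.70 ± 1.22, 0.129), Kdm5c (-2.34 ± 0.92, 0.183), the insulator protein Ctcf (-2.06 ± 0.76, 0.344) and the bromodomain protein Brd2 (-1.93 ± 0.98, 0.351). In all, 76 of 703 genes had an unadjusted p under 0.05. With both ESC libraries summed as 1 sample, Phc2 and Hdac7 passed (adjusted p = 0.0457 each). Counts summed per gene gave 113 calls in edgeR, 90 lower and 23 higher. The beta score gave 5, namely Atr, Ctbp2, Ikzf3, Phc1 and Prdm2, of which Phc1 and Prdm2 were named after their values were seen. With an ESC mean count of at least 10, Phc2 scored 0.40 and Hdac7 0.48, and Atr and Rcor3 were called lower (Rcor3 named after its value was seen). edgeR called 0 sgRNAs (1737 with an unadjusted p under 0.05, and 0 calls and 674 with ESCs as 1 sample), and DESeq2 called 1322 higher and 844 lower, at 30.7% of non-targeting and 30.3% of targeting sgRNAs.

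In Stella-negative cells, sgRNAs against Mbd3 fell and sgRNAs against Hdac7 and Phc2 rose relative to ESCs. Mbd3 scored -3.07 ± 0.83 (10 sgRNAs, adjusted p = 0.0469), and its score in Stella-positive cells against ESCs, looked up after the call was seen, was -0.52 ± 0.68. Hdac7 scored 3.61 ± 1.19 (adjusted p = 0.0211) and Phc2 3.52 ± 0.83 (9 sgRNAs, adjusted p = 0.0316). These genes lie on chromosome 15 (Hdac7, 97792664 to 97844502) and chromosome 4 (Phc2, 128654702 to 128752881). Next by p were the histone H2A deubiquitinase Usp16 (2.96 ± 1.06) and Prdm2 (2.90 ± 1.17), both with an adjusted p of 0.0562, and at the low end the histone chaperone Nap1l4 (-2.03 ± 1.27), Atr (-1.98 ± 0.95) and Sap18 (-1.84 ± 0.81). In all, 54 genes had an unadjusted p under 0.05. None of the 3 calls was made without Stella-negative library 2 (adjusted p = 0.151 to 0.424) or with the median of sgRNAs, though scores stayed at 3.38 and 3.39 for Hdac7, 3.25 and 3.78 for Phc2 and -2.59 and -2.47 for Mbd3. Counts summed per gene gave 90 calls, 62 lower and 28 higher, which included these 3. Mbd3 also missed the threshold without ESC library 1, ESC library 2 or Stella-positive library 2, at nearly unchanged scores of -3.05, -3.09 and -3.05. It missed it too without the farthest sgRNA (-2.55, adjusted p = 0.0574). Phc2 missed it without Stella-negative library 1 (2.66) and with a mean count of at least 50 (3.40, adjusted p = 0.0510). With an ESC mean count of at least 10, Hdac7 scored 0.26 and Phc2 1.42, and neither passed, whereas Mbd3 did (-3.17). The beta score called Prdm2 and Map3k7 instead (the latter named after its value was seen), and ESCs as 1 sample added Usp16 (0.0404). edgeR called 150 sgRNAs higher and 57 lower, which included 3.80% of non-targeting and 2.85% of targeting sgRNAs, and 0 with ESCs as 1 sample (661 with an unadjusted p under 0.05).

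No gene list stood apart from the other genes in either comparison with ESCs. The smallest adjusted p was 0.277 in Stella-positive cells (PRC1, mean 0.82) and 0.135 in Stella-negative cells, for SWI/SNF (mean 0.76) and for the 6 genes named in the study (mean 1.28). SWI/SNF members of the latter comparison included Smarcd2 (2.57 ± 0.92) and Arid2 (1.81 ± 0.59). The mean of all genes was 0.38 in Stella-positive and 0.29 in Stella-negative cells, and core proliferation genes such as Atr, Aurkb and Pcna had means of 0.38 and 0.33. Centring on the mean rather than the median of the non-targeting sgRNAs moved the median of all genes from 0.34 to 0.09 and from 0.31 to 0.08, so a small shift of all genes against ESCs depends on the centre.

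The scores of both populations against ESCs were correlated across genes. Hdac7 and Phc2 were highest in the Stella-negative comparison and 2nd and 1st in the other, and Atr was low in both, while Mbd3, Ywhab, Jak2 and Arid2 lay off the diagonal. Across 703 genes, Pearson's r between the scores was 0.796 with a covariance of 0.624, and r was 0.586 to 0.674 between single libraries. These comparisons share the ESC libraries, and genes are not independent replicates. Unchanged groups gave r = 0.0012 and a covariance of 0.0002 with an ESC spread as between the 2 ESC libraries. With ESCs as 1 sample that varied like an embryoid body library, they gave 0.6995 and 0.4005. The ESC libraries were too alike for a split between the comparisons to separate these cases, so part of the relation may come from the shared ESCs.

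**Figure D5:**
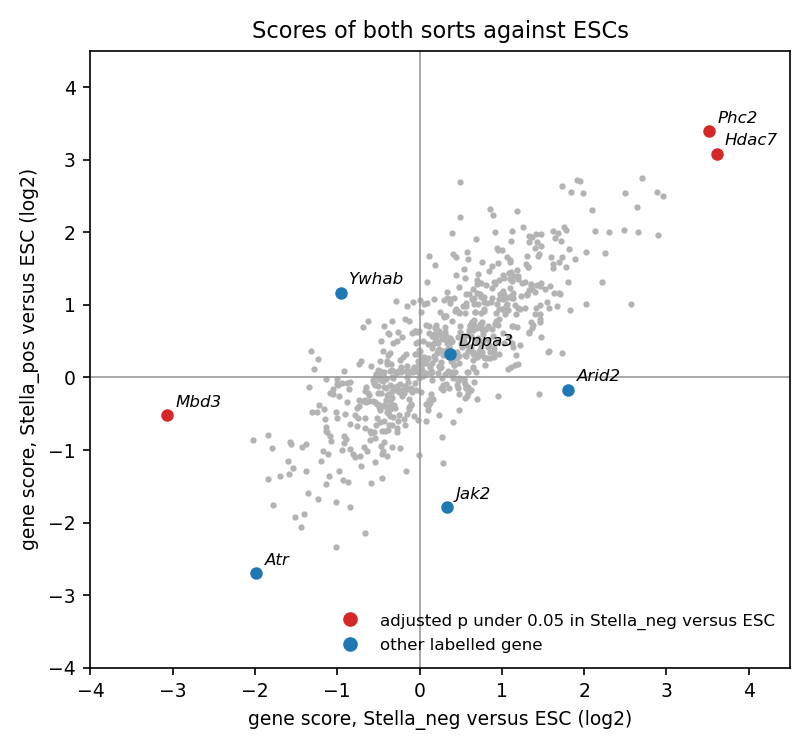
Scores of 703 genes against ESCs in Stella-positive (y axis, log2) and Stella-negative cells (x axis, log2), 1 point per gene. Red points passed the adjusted threshold in Stella-negative cells (Hdac7, Phc2 and Mbd3), and r over all genes was 0.796.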

Values the study reported

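The study described a library of 7360 sgRNAs against 701 genes together with 350 non-targeting controls. It found 89% of the sgRNAs in the infected ESCs, with 5 or more sgRNAs for 694 genes. With a threshold of 1 standard deviation on the difference between the populations, it listed 53 genes as under-represented and 61 as over-represented.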

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

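The simulations of unchanged groups, the setting with an ESC mean count of at least 10 and the score of Mbd3 in Stella-positive cells against ESCs were tests chosen after the results were seen. The genes and lists given here stood out because their representation differed between Stella-positive and Stella-negative cells.

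Among genes, Jak2 (-2.17) and Arid2 (-2.02) were depleted in Stella-positive cells, and Mbd3 (2.51) and Ywhab (2.08) were enriched. Arid2, Mbd3 and Ywhab kept their sign in all 4 library pairings, and Jak2 did not. These genes were picked on the same libraries, which the pairings share, so a kept sign is not separate evidence. For Mbd3 the score against ESCs was -3.07 in Stella-negative and -0.52 in Stella-positive cells, but its summed counts were lower than in ESCs (6691.1 and 6645.2) in both (means of 2216.7 and 3029.8). The simulations of unchanged groups gave at most 4 calls against the 5 found, in 100 simulations. They gave targeting and non-targeting sgRNAs the same dispersion, whereas targeting ones spread more in the data. The simulations thus cannot show that 5 calls exceed chance, and none passed with draws from targeting sgRNAs. The lists were 6 of the genes that the study names (-1.30), chosen on these samples, SWI/SNF (-0.38) and the H3K4 demethylases (-0.76).

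Lower scores of SWI/SNF and of the H3K4 demethylases form a pattern for which no biological explanation was tested, and their means against ESCs (0.43 and 0.22 in Stella-positive, 0.76 and 0.93 in Stella-negative cells) did not pass. For a single deviating replicate, the prediction was at least 1 list at or above the mean of all genes in some pairing. Instead, all 8 values (both lists in 4 library pairings) lay below that mean. The pairings share libraries and the lists were picked on them, so this argues against a single deviating replicate but does not exclude it. A gene's mean ESC count does not account for the pattern, since the p against random lists matched on that count was 0.00059 for SWI/SNF and 0.00069 for the demethylases. The matching does not control for single sgRNAs that were scarce in ESCs. With an ESC mean count of at least 10, the SWI/SNF mean relative to all genes was -0.35 (adjusted p = 0.0328), against -0.42 in the main setting. A contribution of scarce sgRNAs was thus not excluded. The members that the study had named do not account for the pattern either, since without Smarcd2, Ss18l1 and Kdm5d the means were -0.29 and -0.66 (permutation p over random lists 0.00751 and 0.00791). The pattern stays open, because random drift was not excluded and both calls depended on the setting. Adjusted p against random lists ranged over alternatives from 0.00117 to 0.460 for SWI/SNF and from 0.00884 to 0.460 for the demethylases. Both calls ended without Stella-positive library 2, where the means relative to all genes were -0.44 and -0.54, against -0.42 and -0.79 with all libraries. Both also ended at smaller means with the median, without the farthest sgRNA and with the beta score (-0.20, -0.20 and -0.19 for SWI/SNF). The demethylase call also ended with an ESC mean count of at least 10 (-0.61 relative to all genes, adjusted p = 0.0783). It ended without either Stella-negative library too, but the means relative to all genes stayed at -0.78 and -0.76 there.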

How the results depend on the processing

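The settings with ESCs summed as 1 sample, with an ESC mean count of at least 10 and with another centre were chosen after the data were seen. A library left out leaves 1 in its group, which is assumed to vary like the others. The cause was not tested for any change below. Between the sorts, the count of called genes (5) stayed within 1.5 times in 15 of 23 alternatives and that of lists (3) in 17 of 21. That of sgRNAs (0) did so in 15 of 16, but a single sgRNA could not pass edgeR's test at this spread. That of genes beyond 1 SD (202) did so in 14 of 14 (190 to 226). Each setting used its own SD there, from 0.32 with the beta score to 0.79 without Stella-positive library 2. The threshold thus moved with the scores, and neither of these 2 counts shows stability. Over libraries left out Arid2 scored -2.93 to -1.52, Mbd3 1.92 to 3.00 and Ywhab 1.52 to 3.22, whereas with the beta score they scored -0.66, 0.55 and 0.70 and with the median -1.21, 1.04 and 1.49. The gene count was 0 without Stella-negative library 2, Stella-positive library 1 or Stella-positive library 2 (0 to 5 over libraries left out), 1 with the median, and 0 with the beta score, draws from targeting sgRNAs, counts summed per gene or an ESC mean count of at least 10. Arid2 alone was lost with a mean count of at least 50, and Jak2 alone with a prior count of 10. Without Stella-negative library 1 it was 5 higher and 0 lower, with 3 shared, without Jak2 and Arid2 and with Senp1 and Setd5. Jak2 turned to 0.63 without that library (-3.36 to 0.63 over libraries left out). Lists numbered 1 with the median, without the farthest sgRNA, with the beta score and without Stella-positive library 2 (1 to 3), in each case 6 of the genes that the study names. DESeq2 called 495 sgRNAs between the sorts.

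For Stella-positive cells against ESCs (0 sgRNAs, 0 genes, 0 lists), sgRNA calls were 224 with total counts, 317 with the 4 libraries compared, 2166 with DESeq2 and 0 to 425 over libraries left out (422 and 425 without Stella-negative library 1 and 2, 401 without Stella-positive library 2). Gene calls were 2 with a prior count of 0.5, 2 with ESCs as 1 sample, 2 with an ESC mean count of at least 10 (Atr and Rcor3), 5 with the beta score, 113 with summed counts (90 lower, 23 higher) and 0 to 2 over libraries left out (Phc2 and Hdac7 without ESC library 1 or Stella-negative library 1). List calls were 1 without the farthest sgRNA (PRC1). For Stella-negative cells against ESCs, the 207 sgRNA calls became 0 with no filter, the 4 libraries compared, ESCs as 1 sample or an ESC mean count of at least 10, 2263 with DESeq2, and 0 to 536 over libraries left out (0 without either ESC library or Stella-negative library 1, 536 and 419 without Stella-positive library 1 and 2). The 3 gene calls became 7 with a prior count of 0.5, 1 with a prior count of 10 (Hdac7), 0 with the median, 1 with draws from targeting sgRNAs (Hdac7), 3 with an ESC mean count of at least 10 (Mbd3, Rcor3 and Ube2d3, the last 2 named after their values were seen, and Ube2d3 with another transcription start at 516 bp), 90 with summed counts (62 lower, 28 higher), 2 with the beta score (0 shared) and 0 to 3 over libraries left out (0 without Stella-negative library 2), and lists 1 with an ESC mean count of at least 10 (PGC regulators). The correlation between both comparisons (0.796) was 0.665 to 0.794 over libraries left out. ESC detection was 88.6% at 3 reads, 86.8% at 10 reads and 89.1% to 89.3% with 1 library.

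The replicate numbers paired the sorted libraries weakly at most (correlation of deviations 0.0815 over 7142 sgRNAs). Spearman's rho was 0.671 and 0.676 between sorts of the same number, against 0.663 and 0.621 between sorts of different numbers. A weak pairing by replicate number was thus not excluded. With the number as a block, sgRNA calls were 0, 0 and 0, gene calls 5, 0 and 5 (Usp16 and Sap30l added, the latter with another transcription start at 220 bp), list calls 3, 0 and 0 for the sorts, Stella-positive and Stella-negative cells against ESCs, and genes beyond 1 SD 205. Depth is not the limit here, since the spread between libraries far exceeded counting error.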

Other observations

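The tests of sequencing depth, of drift, of sgRNAs without an ESC read and of core proliferation against tissue-restricted genes were chosen after the results were seen. In embryoid bodies, the list of genes that dividing cells need did not differ from that of tissue-restricted genes. The 42 core proliferation genes, such as the topoisomerase Top2a (1.80 ± 0.92 in Stella-negative cells against ESCs), the DNA damage kinase Atr (-1.98 ± 0.95 there) and the splicing factor Sf3b3 (2.24 ± 0.86 in Stella-positive cells against ESCs, its transcription start 187 bp from that of Cog4), had mean scores of 0.38 and 0.33 in Stella-positive and Stella-negative cells. The 28 tissue-restricted genes, such as those of sperm chromatin and lymphocyte recombination, had means of 0.42 and 0.20. The difference between the lists was -0.040 ± 0.227 (permutation p = 0.866) in Stella-positive and 0.129 ± 0.205 (permutation p = 0.540) in Stella-negative cells against ESCs, and -0.169 ± 0.128 (permutation p = 0.184) between the sorts. Depletion of single genes is not ruled out, since Atr was called lower in Stella-positive cells against ESCs with the beta score (-2.63) and with an ESC mean count of at least 10 (-3.46). Among growth-restraining genes, the ubiquitin ligase scaffold Cul3 scored 1.73 ± 0.83 and 2.03 ± 0.89 against ESCs, and Trp53 0.58 ± 0.96 and 0.54 ± 0.81, none past the test.

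The spread of sgRNA counts between libraries of 1 sort was far above counting noise. Sequencing depth does not account for it, since the lower chi-square per degree of freedom of the sorts was 162.7 where counting noise gives about 1. Knockdown effects that differed between replicates would make sgRNAs of a gene deviate together, yet their intraclass correlation was -0.0021 in Stella-negative and -0.0038 in Stella-positive cells (95% of shuffled gene names gave -0.0111 to 0.0125 in the former). Random drift of sgRNA shares in small numbers of cells is consistent with the non-targeting sgRNAs, whose dispersion was 0.88 of that of targeting ones. Unequal PCR amplification was not tested and stays open.

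Of the 753 sgRNAs without a read in either ESC library, 636 had reads in embryoid bodies, 248 of them in all 4 libraries, and they took 2.48% of the embryoid body reads. The depth of the ESC libraries does not account for them, since 598 would have at least 10 expected ESC reads at their share in embryoid bodies. An sgRNA pool that the sequenced ESC DNA did not fully hold may explain them, since the embryoid body libraries shared which of these sgRNAs were abundant (Spearman's rho 0.263 to 0.447). Loss through the knockdown itself cannot be told apart, because 7.38% of core proliferation and 7.50% of tissue-restricted sgRNAs lacked an ESC read (odds ratio 0.983, 95% interval 0.534 to 1.84), a range that holds an excess. Targeting sgRNAs lacked an ESC read more often (10.4%) than non-targeting ones (6.57%, Fisher's exact p = 0.0186), which leaves it open.

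Here, 104 genes lay more than 1 SD below the mean of all genes between the sorts and 98 above. Both counts are higher than the values quoted from the study above. The study used differences of beta scores rather than mean log2 fold changes, and each threshold follows the SD of its own scores. The higher counts therefore do not show that more genes responded.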
